# Microarray analysis of retinal gene expression in chicks during imposed myopic defocus

**Published:** 2008-08-31

**Authors:** Ruth Schippert, Frank Schaeffel, Marita Pauline Feldkaemper

## Abstract

**Purpose:**

The retina plays an important regulatory role in ocular growth. To screen for new retinal candidate genes that could be involved in the inhibition of ocular growth, we used chick microarrays to analyze the changes in retinal mRNA expression after myopic defocus was imposed by positive lens wear.

**Methods:**

Four male white leghorn chicks, aged nine days, wore +6.9D spectacle lenses over both eyes for 24 h. Four untreated age-matched male chicks from the same batch served as controls. The chicks were euthanized, and retinas from both eyes of each chick were pooled. RNA was isolated and labeled cRNA was prepared. These samples were hybridized to Affymetrix GeneChip Chicken Genome arrays with more than 28,000 characterized genes. After comparison of multiple normalization methods, GC-RMA and a false-discovery rate of 6% was chosen for normalization of the data. The expression of 16 candidate genes was further studied, using semiquantitative real-time RT–PCR. In addition, the expression of the mRNA of some of these candidate genes was assessed in chicks that wore either +6.9D lenses for 4 h or −7D lenses for 24 h.

**Results:**

123 transcripts were found to be differentially expressed (p<0.05; at least 1.5-fold change in expression level), with an absolute mean fold-change of 1.97±1.16 (mean±standard deviation). Nine of the sixteen genes that were examined by real-time RT–PCR were validated. Regardless of whether positive or negative lenses were worn, six of these nine genes were regulated in the same direction after 24 h: arginyltransferase 1 (*ATE1*), E74-like factor 1 (*ELF1*), growth factor receptor-bound protein 2 (*GRB2*), SHQ1 homolog (S. cerevisiae) (*SHQ1*), spectrin, beta, non-erythrocytic 1 (*SPTBN1*), prepro-urotensin II-related peptide (*pp-URP*). Three genes responded differently to positive and negative lens treatment after 24 h: ATP-binding cassette, sub-family C, member 10 (*ABCC10*), CD226 molecule (*CD226*) and oxysterol binding protein 2 (*OSBP2*).

**Conclusions:**

The validated genes that were regulated only by myopic defocus may represent elements in a pathway generating a “stop-signal” for eye growth. Some of the genes identified in this study have so far not been described in the retina. Further investigation of their function may improve the understanding of the signaling cascades in emmetropization. More general, published microarray data are variable among different animal models (mouse, chick, monkeys), tissues (retina, retina/retinal pigment epithelium), treatments (diffusers, lenses, lid-suture), as well as different treatment durations (hours, days), and comparisons remain difficult. That only a small number of common genes were found emphasizes the need for careful normalization of the experimental parameters.

## Introduction

The high incidence of myopia is a problem throughout the industrialized world, especially in Southeast Asia [1-3]. Although it is generally accepted that there is a major genetic influence, it has become clear that the visual experience is important as well [4,5]. Studies in several animal models (e.g., tree shrew, chick, monkey, guinea pig, mouse) have shown that manipulating the retinal image features can induce alterations in the rate of ocular growth [6-10]. Treatment with negative lenses (hyperopic defocus) or diffusers leads to myopia, while treatment with positive lenses (myopic defocus) induces the development of hyperopia. Experiments in which the optic nerve of deprived and lens-treated animals was sectioned revealed that an intact link between the retina and the brain is not necessary for the development of experimental myopia or hyperopia [11-13]. These experiments show that the retina controls refractive development by processing visual signals largely without the involvement of the brain. However, the biochemical pathways underlying these processes require further characterization.

Changes in retinal concentrations of several substances have been demonstrated to be associated with altered eye growth, including dopamine [14], glucagon [15-17], early growth response factor-1 (EGR1 or ZENK) [18-21], retinoic acid [22-24], vasoactive intestinal polypeptide [13,25], and others [26]. Recently, microarray studies provided further candidates in chicks, monkeys and mice [27-29]. A study performed by McGlinn et al. [27] on retina, retina/retinal pigment epithelium (RPE) tissue of form-deprived chicks revealed new genes such as bone morphogenetic protein 2, prepro-urotensin II-related peptide**(*pp-URP)* and mitogen-activated protein kinase phosphatase 2. The authors found that the changes in mRNA expression induced by form-deprivation were small, and that only a small number of genes showed any responses. Brand et al. [28] found significant changes in the mRNA concentration of *Egr1*, the Finkel-Biskis-Jinkins osteosarcoma oncogene (*Fos*), thymoma viral oncogene homolog 2, and others in response to the treatment of mice with diffusers. Tkatchenko et al. [29] observed that the mRNA expression of several genes associated with cell division were changed in primate retina following lid-fusion.

As yet, no distinct pathways for the retinal control of eye growth have been defined. Therefore there are still no validated targets for pharmacological intervention. The present study was aimed at finding new candidate genes that could be involved in the generation of a stop signal for axial eye growth. Unlike other studies, which addressed the signals for myopia development induced by negative lens or diffuser wear, this study was designed to identify genes involved in hyperopia development. To this end, both eyes of each chick were covered with positive lenses. Since hyperopia development requires an inhibitory signal for axial eye growth, identification of such a signal could provide an effective way to inhibit myopia. Retinal mRNA expression patterns were compared between positive lens-treated and untreated chicks. The visually induced changes in the transcription of potential candidate genes were further investigated by semiquantitative real-time RT–PCR.

## Methods

### Treatment of the animals

All experiments were conducted in accordance with the ARVO statement for the use of Animals in Ophthalmic and Vision Research and approved by the University Commission for Animal Welfare (reference AK 6/05). One day old male white leghorn chickens obtained from a local hatchery in Kirchberg, Germany, were raised under a 12 h:12 h light-dark cycle (light-onset: 8:00 AM and light-offset: 8:00 PM) with unrestricted access to water and food pellets (chicken breeding pellets, RKW-Sued, Würzburg, Germany). No additional vitamins or supplements were added. On the day before the experiment started, the chicks were placed under diethylether anesthesia and a velcro ring was glued to the feathers around each eye. At the age of 9 days, 18 chicks were split into three experimental groups of six. One group wore +6.9D lenses binocularly for 24 h. The second group wore +6.9D lenses for 4 h, while the third group wore −7D lenses for 24 h. For each group, six untreated control chicks of the same batches were included in the analyses to ensure that the treated samples and the control samples were similarly processed. Because of the short treatment period, no additional measurements of the chicks were performed (e.g., A-scan or measurement of refractive state). Also, we did not control for the viewing distances because it was already shown that chicks receive consistent myopic defocus on the retina under our experimental conditions [30]. Chicks were killed by an overdose of diethylether. Afterwards, both eyes were enucleated and the retinas were separated. The retina of both eyes were pooled and RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instruction. Microarray experiments were performed with four of the six samples of the group treated with +6.9D lenses for 24 h. All six samples of each group were analyzed using real-time RT–PCR.

### Microarrays

Microarray analysis was performed by the Affymetrix Resource Facility at the University of Tuebingen. RNA was quantified and checked for quality with the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). The RNA integrity numbers (RIN) ranged from 9.2 to 9.5 (with 1 being the most degraded profile and 10 being the most intact) [31]. The GeneChip Chicken Genome Array (Affymetrix, Santa Clara, CA) was used with a coverage of 32,773 transcripts, corresponding to over 28,000 chicken genes.

Next 1.5 µg total RNA (1.5 µg) was reverse transcribed using a T7-oligo (dT) promotor primer in the first-strand cDNA synthesis. After RNaseH-mediated second-strand synthesis, the double-stranded cDNA was purified and served as a template in the subsequent in vitro transcription reaction. This was performed in the presence of T7 RNA polymerase and a biotinylated nucleotide analog/ribonucleotide mix for complementary RNA (cRNA) amplification and biotin labeling. The biotinylated cRNA targets were cleaned up according to the standard affymetrix protocol, fragmented, and hybridized to GeneChip expression arrays, followed by an automated washing and staining protocol (with streptavidin phycoerythrin conjugate) on the fluidics station. Scanning and analysis were performed using the Affymetrix Microarray Suite Software (version 5.0).

The signal intensities were analyzed using ArrayAssist 4.0 (Stratagene, La Jolla, CA). Results were corrected for multiple testing using the Benjamini/Hochberg paradigm with a false discovery rate (FDR) of 6%. Each data set was normalized using three different normalization methods (GC-RMA, RMA, MAS5), with GC-RMA being our method choice for further analyses. The mRNA expression levels of genes of treated and untreated chicks were compared using unpaired *t*-tests.

### Real-time RT–PCR

Sixteen genes that were found in the microarray analysis were selected for further analysis. Selection criteria were high fold-changes or p-values, interesting biologic functions (e.g., transporter- or molecular transducer activity), differential expression of several probe-sets of one gene present on the chip and already described changes of mRNA expression of these genes in other microarray-studies. Semiquantitative real-time RT–PCR was used to assess mRNA expression levels of the selected genes. Next, 1 µg RNA from each sample was reverse transcribed with M-MLV reverse transcriptase (Promega, Mannheim, Germany) using 0.5 µg oligo(dT)15 primer and 50 ng of a random primer mixture (Invitrogen, Solingen, Germany). QuantiTect SYBR Green master mix kit (Qiagen) was used for fluorescence detection on the iCycler iQ Multicolor Real-Time PCR Detection System from Bio-Rad (Hercules, CA). Samples were analyzed in triplicate with a template amount corresponding to 2 ng of RNA. Hypoxanthine-phosphoribosyl-transferase (*HPRT*) was used as a housekeeping gene. Primer sequences and NCBI accession numbers are shown in Table 1, as well as the averaged relative expression levels of the control animals determined by microarray analysis. The amplification efficiency (E) for all gene-specific primer pairs were evaluated using a dilution series as previously described [32]. Briefly explained, it was calculated from cDNA standard curves by means of the slope of the regression line with the equation: Efficiency = [10(-1/slope)] - 1, whereby a value of 1.0 corresponds to 100% efficiency and a value lower than 1.0 indicates an inhibition of the reaction or poor primer binding.

**Table 1:** Description of primers

**Gene**	**NCBI accession number**	**Forward primer (5′-3′)**	**Reverse primer (5′-3′)**	**Amplicon**	**Averaged relative signal intensity of controls**
*HPRT*	NM_204848	TGGCGATGATGAACAAGGT	GCTACAATGTGGTGTCCTCCC	162 bp	735
*ABCC10*	XM_419506	CTATGCTCTCGGGCTCTTTG	GACAGTGAAGCAGGAAAGGC	166 bp	53
*ACVR1*	NM_204560	CGGAGGTCTTGGACGAAAC	GGATCATTTGGAACCAGGTC	166 bp	19
*ATE1*	NM_001079733	TACTGGCTGGATGGGAAGATAA	GCTTTCTCGTGAAGTTGC	164 bp	93
*CD226*	XM_001235284	TAGACAATGTGGAAGGAAGGT	TGTATGCCATAGATAGGATGC	169 bp	111
*CHRNB2*	NM_204813	TGCTGGTGACCTTCTCCATCGT	AGTTCTGCTGCGGCTGCTT	150 bp	35
*ELF1*	NM_001006269	CACAGGAACAAAGGGAGGAT	GGATGTACTGGCTGCGTAGA	153 bp	13
*ETV5*	XM_422651	TCTGGCAGTTCCTCGTCA	GCCCTTCTCGTAGTAGTAGCG	191 bp	287
*GHRHR*	NM_001037834	CTTGGCATTCGGCTTTATTT	GGCACAGTCCATCTTGTCCT	170 bp	7
*GNAT2*	NM_204690	GCTCCACATCACTGTTCTGCTG	TGCCCGTTTCCTCTTCCCCT	224 bp	10078
*GRB2*	NM_204411	ATCTCCTCTGGGTGGTGAAG	GATAAAGTCTCCACGGCGG	212 bp	73
*MKP2*	NM_204838	AGCCCTGCTGAACGTCTCA	AGGGATGCACTTGTACTGGTAGTG	70 bp	29
*OSBP2*	XM_415293	GTGGTGAGTGATGCTGATGG	CTTTGGGGACAGTGTCTGGT	149 bp	14
*REEP6*	XM_424848	TGGTGTATGGCGTCTTCAGT	CACGGTGGTGTTTGAGGAA	180 bp	167
*SHQ1*	XM_414429	CGAAGAAATCAAGGACAGCA	CAAATCCATAGTAGCACTGAAG	159 bp	28
*SPTBN1*	XM_419291	GCCATTGAAACAGACATTG	CCCACAGGCGTATAACATTG	136 bp	20
*pp-URP*	NM_206989	TGTGAAGCCTCAGCACCCTCT	CCATCCTCCCCCAAACCTACT	148 bp	159

Shown are all genes that were investigated by real-time RT–PCR, together with NCBI accession number, primer sequence and product length. The averaged relative expression level of the control animals was determined by microarray analysis and reflects the relative abundance of the transcript.

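Among the genes with primers, the probe set of the cone transducin GNAT2 had the highest intensity in the retina of control chicks and that of the receptor GHRHR the lowest, near background. Probe sets differ in how well they bind, so intensities of different genes do not rank their mRNA levels. The geometric mean intensity over the 4 control arrays was 10078 for GNAT2 and 6.72 for GHRHR. HPRT, the housekeeping gene of the real-time PCR, lay at 735, with a mean log2 intensity of 9.46 ± 0.20 (SD, n = 4) in lens-treated and 9.52 ± 0.13 (SD, n = 4) in control chicks, and did not pass (adjusted p = 0.996 from limma with Benjamini-Hochberg adjustment). Intensities of ETV5 (287), REEP6 (167), pp-URP (159), CD226 (111) and ATE1 (92.5) lay above 16. ACVR1 (18.7), SPTBN1 (20.1), SHQ1 (28.3), MKP2 (29.4) and CHRNB2 (34.8) lay close to 16, and OSBP2 (13.6) and ELF1 (12.9) below it.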

### Pathway analysis

GC-RMA normalized microarray data was analyzed using the software Ingenuity Pathways Analysis (Ingenuity Systems). As the program did not contain annotations for the chicken genome, the human homologs of the 123 differentially expressed genes were used instead.

### Statistics and data analysis

Data were analyzed using Excel and the software package JMP 5.1 (SAS Institute GmbH, Munich, Germany). The mean cycle threshold (Ct) value of each triplet was taken and transformed into Mean Normalized Expression (MNE), with *HPRT* as a housekeeping gene as previously described [16]. Data were transformed with the common logarithm to obtain a more normal distribution. Since real-time RT–PCR of each treatment group (+6.9D/24 h, +6.9D/4 h, −7D/24 h) was performed together with an individual control group, we used an unpaired t-test to compute the mean differences (deltaMNE) and the 95% confidence interval in the MNE-values between every treated group and its individual control group. Given that there was no change in any of the genes tested after 4 h of +6.9D lens treatment, these data were not included in the subsequent analysis.

## Results

### Microarray analysis

Using a p-value that was below 0.05, a fold change (FC) of at least 1.5-fold and a false-discovery rate of 6%, we found 123 genes to be differentially expressed after 24 h of treatment with +6.9D lenses (Appendix 1, GC-RMA normalized microarray data). 

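Retinal RNA of 8 chicks aged 9 days was hybridized to 8 arrays, 4 from chicks that wore +6.9 D lenses over both eyes for 24 h and 4 from untreated control chicks, with both retinas of a chick pooled. The deposited values are intensities per probe set that the authors normalized with GC-RMA, which corrects for background by the GC content of the probes, scales the arrays to each other and summarizes the probes of a set. The intensities are on a linear scale, and their log2 was taken with no further scaling. After 96 Affymetrix control probe sets were left out, 38439 probe sets were tested, and 27168 of these carry a single gene symbol. The median intensity of an array lay between 10.8 and 11.0, and 53.4% to 53.8% of the probe sets of each array lay below an intensity of 16. Positive lens-treated and control chicks were compared with limma, which tests each probe set with a spread that borrows from all probe sets, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets tested. A probe set was called at an adjusted p under 0.06 and a fold change of at least 1.5, and 4 arrays per group limit the precision. All 4 arrays of lens-treated chicks were washed on fluidics station 2 and scanned before all 4 control arrays, which were washed on station 1, so that station and scan order cannot be told apart from the treatment. The 3′ probe set of beta-actin lay above the 5′ probe set by 1.92 ± 0.12 (log2, SD, n = 4) in lens-treated and by 1.72 ± 0.04 (SD, n = 4) in control arrays (exact two-sided permutation test, p = 0.0571). For GAPDH this difference was −0.31 ± 0.03 against −0.32 ± 0.03 (SD, n = 4 each, exact two-sided permutation test, p = 0.6). For EF1a it was lower in lens-treated arrays, at 0.55 ± 0.02 against 0.58 ± 0.03 (SD, n = 4 each, exact two-sided permutation test, p = 0.143). HINTW, a gene of the W chromosome, which only female chickens carry, had at 1 of its 2 probe sets a mean log2 intensity of 13.96 in 6 arrays and of 4.87 in control replicates 2 and 4, and at the other of 6.07 and 2.13. Of 39 W-linked probe sets, 17 were lower in these 2 control arrays by more than 1 (log2), 1 was higher by more than 1, at NEDD4L, and 21 differed by less. Over 12 of them, chosen for a range of more than 4 (log2) among the arrays, the mean log2 intensity was 8.26 to 8.62 in those 6 arrays, 3.72 in control replicate 2 and 3.07 in control replicate 4. Z-linked probe sets in control replicates 2 and 4 lay above the other arrays by a median of 0.52 (log2, 458 probe sets), and autosomal probe sets by a median of −0.02 (10426 probe sets).

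**Figure D1:**
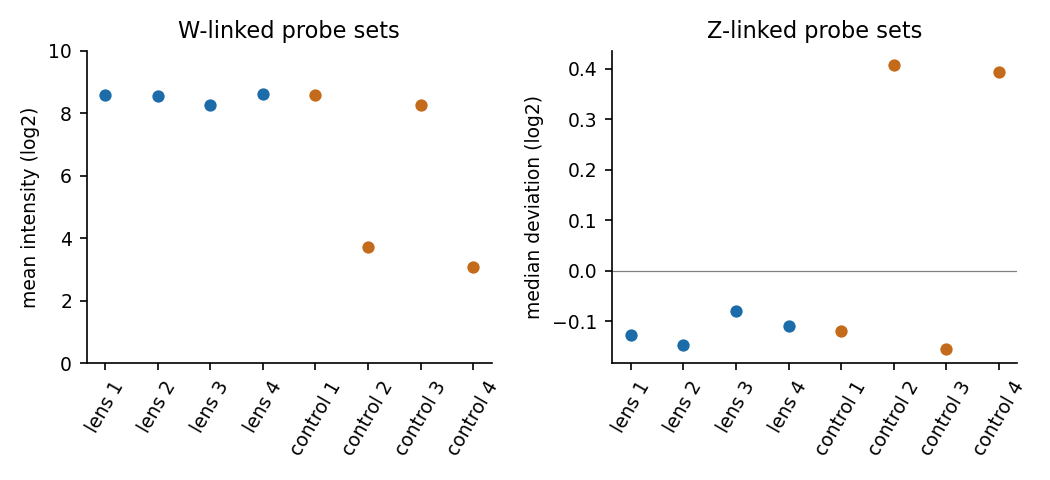
Mean log2 intensity of 12 W-linked probe sets with a range of more than 4 (left, y axis) and median deviation of Z-linked probe sets from their mean over all arrays (right, y axis, log2), with the arrays along the x axis and 1 point per array. Control replicates 2 and 4 lie apart from the other 6 arrays in both panels.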

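No mRNA passed the thresholds for a higher or lower level in the retina of positive lens-treated chicks. EGR1 and ETV5, a pair of transcription factors of growth factor and activity signaling, were lower in all 4 lens-treated chicks than in every control chick, with the smallest adjusted p-values among probe sets with a fold change of at least 1.5. SFSWAP, a regulator of splicing, was higher in all 4 lens-treated chicks at the probe set with its smallest p, at a mean log2 intensity of 5.66 ± 0.24 (SD, n = 4) against 4.89 ± 0.21 (SD, n = 4) in controls, a log2 fold change of 0.77 (SE 0.15). TMEM200A, a membrane protein, had a log2 fold change of 0.74 (SE 0.15), and CPQ, a carboxypeptidase, of −0.67 (SE 0.13). The 3 other probe sets of SFSWAP had log2 fold changes of 0.04 to 0.20 and the 2 others of TMEM200A of 0.01 and 0.18. The adjusted p of SFSWAP, TMEM200A and CPQ was 0.830 from limma with Benjamini-Hochberg adjustment, so none of these 3 genes passed. They were picked by the smallest p among probe sets of at least 1.5-fold with no overlap between groups, so their separation follows from the choice. Over all 38439 probe sets limma called 0 at an adjusted p under 0.06 and at least 1.5-fold, with a smallest adjusted p of 0.0990, and the methods' t-test with the same adjustment also called 0, with a smallest adjusted p of 0.257. At an unadjusted p under 0.05 and at least 1.5-fold, without the false discovery rate, limma listed 162 probe sets and the methods' t-test 132, all of them among the 162. Of the 162, 138 belong to 128 named genes and 24 carry no single gene. Without the fold threshold, 1741 probe sets had an unadjusted p under 0.05 from limma. Without plus lens replicate 4 limma called CD226 alone and without control replicate 1 PPFIA2 alone, while the list of 162 held 333 probe sets without control replicate 1, 246 without control replicate 3 and 287 with limma's array weights. From a p-value, a fold change and a false discovery rate together, the paper concludes that the genes of its Appendix 1 were differentially expressed after 24 h of treatment with +6.9 D lenses.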

Interestingly, two already known candidate genes, glucagon and *ZENK *(*EGR1*), were part of this list. 

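EGR1, the immediate early transcription factor also called ZENK, was lower in every positive lens-treated chick than in every control chick, and glucagon, a peptide of retinal amacrine cells, was higher in every one. The mean log2 intensity of EGR1 was 9.49 ± 0.24 (SD, n = 4) in lens-treated and 10.88 ± 0.11 (SD, n = 4) in control chicks, a log2 fold change of −1.39 (SE 0.12). The glucagon probe set with the higher signal had 10.27 ± 0.16 (SD, n = 4) in lens-treated and 9.60 ± 0.26 (SD, n = 4) in control chicks, a log2 fold change of 0.66 (SE 0.15). The other probe set of each gene gave the same direction, with log2 fold changes of −1.43 (SE 0.17) for EGR1 and 0.93 (SE 0.21) for glucagon. The adjusted p-values from limma with Benjamini-Hochberg adjustment were 0.0990 and 0.353 for the 2 probe sets of EGR1 and 0.903 and 0.927 for those of glucagon, so neither gene passed. The groups of both genes did not overlap at either probe set (exact two-sided permutation test, p = 0.0286, the smallest that 4 chicks against 4 allow), and 91 of the 441 probe sets with a fold change of at least 1.5 had no overlap in the same way.

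**Figure D2:**
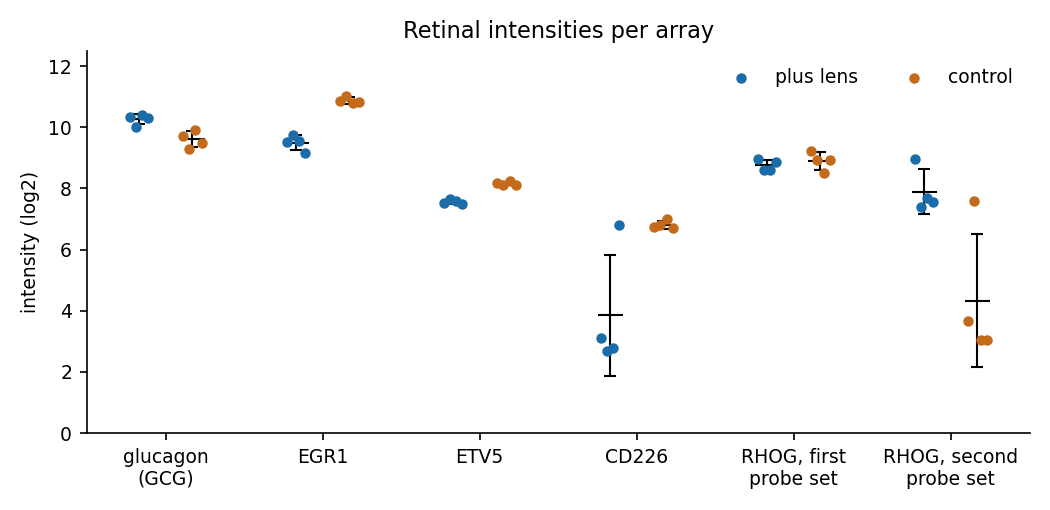
Log2 intensity (y axis) of glucagon, EGR1, ETV5, CD226 and 2 probe sets of RHOG in each of the 4 lens-treated and 4 control arrays, with 1 point per array and bars at the mean ± SD. The 4 lens-treated arrays lie apart from the 4 control arrays for glucagon, EGR1 and ETV5, and the groups overlap for CD226 and both probe sets of RHOG.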

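Among probe sets past an unadjusted p under 0.05 and 1.5-fold, the largest difference toward higher levels in positive lens-treated chicks lay at a probe set of RHOG. The largest toward lower levels lay at CD226, an adhesion receptor of lymphocytes and platelets. At that RHOG probe set the mean log2 intensity was 7.90 ± 0.72 (SD, n = 4) in lens-treated and 4.33 ± 2.18 (SD, n = 4) in control chicks, an 11.8-fold difference. Of the 4 control arrays, replicate 2 lay at 7.58 and the other 3 between 3.04 and 3.65, so that the groups overlapped (exact two-sided permutation test, p = 0.0857). These 3 lay below an intensity of 16, so the size of the difference is set against background, with a log2 fold change of 3.00 when values under 16 are raised to 16 and of 4.65 without control replicate 2. The RHOG probe set with the highest signal had a log2 fold change of −0.14 (SE 0.16), and a further RHOG probe set of −0.08 (SE 0.08). CD226 had a mean log2 intensity of 3.86 ± 1.97 (SD, n = 4) in lens-treated and 6.80 ± 0.13 (SD, n = 4) in control chicks, a log2 fold change of −2.94 (SE 0.94). None of these probe sets passed, with adjusted p-values of 0.979 to 0.983 from limma with Benjamini-Hochberg adjustment. The spread within a group was large for both genes, at CD226 because of plus lens replicate 4, which lay at 6.81. The other 3 lens-treated arrays lay below an intensity of 16 at CD226, and with values under 16 raised to 16 it was 4.29-fold lower, against 7.70-fold without and 3.34-fold as a ratio of arithmetic means.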

The comparison of mRNA levels in retina of eyes treated with positive lenses to those without lenses revealed maximum fold changes of +11.8 (upregulation) of the ras homolog gene family, member G (*RHOG*) mRNA and −7.7 (downregulation) of *CD226* mRNA (Appendix 1). 

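Probe sets past an unadjusted p under 0.05 and 1.5-fold lay on both sides, higher and lower in positive lens-treated chicks, and none of them passed after adjustment by limma with the Benjamini-Hochberg method. NSRP1, a splicing regulator, was higher in lens-treated chicks with a log2 fold change of 1.19 (SE 0.27), and HSPB9, a small heat shock protein, with 0.59 (SE 0.15). TBCK, a protein related to Rab GTPase-activating proteins, was lower with a log2 fold change of −0.61 (SE 0.13), KDF1, a regulator of keratinocyte differentiation, with −0.73 (SE 0.16), and TMEM196, a membrane protein, with −0.64 (SE 0.15). These 5 genes were picked by the smallest p among probe sets of at least 1.5-fold with no overlap between groups. That all 4 lens-treated chicks lay on one side of all 4 control chicks there follows from the choice. Other probe sets of NSRP1 had log2 fold changes of 0.13 to 0.89, of HSPB9 0.58, of TBCK −0.18 to 0.00248 and of KDF1 −0.13 and 0.01. Of the 162 probe sets, 88 were higher and 74 lower, a share of 54.3% higher (exact 95% confidence interval over probe sets, 46.3% to 62.2%), and by the methods' t-test 73 were higher and 59 lower. The share higher was 46.0% with quantile normalization, and 48.0% without control replicate 3 to 66.0% without plus lens replicate 4. Of 138 of these probe sets whose genes have a place on a chromosome, 17 belong to genes of chromosome Z, 16 of them lower in lens-treated chicks. Z-linked genes make up 12.3% of the placed list and 4.40% of all placed probe sets (Fisher's exact test, two-sided, p = 0.000122), and the 2 arrays without W-linked signal are both control arrays. The confidence interval and Fisher's test count probe sets as independent, although Z-linked ones shift together between arrays. Without the probe sets of chromosomes Z and W, a choice made after seeing the data, 145 probe sets were left in the list and 60.0% of them were higher.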

We found 67 of all differentially expressed genes were upregulated in the positive lens-treated eyes, and 56 were downregulated (unpaired *t*-tests). According to gene ontology annotations, most of those with known function had catalytic activity or were involved in binding (Appendix 1).

The cytobands for the known human counterparts are given in Appendix 1 as well. The human homologs of six genes were found to be localized in chromosomal regions that are already known to be associated with myopia. These genes are shown in italic font and are underlined. Tetratricopeptide repeat containing 3 (*TMTC3*) is located on the MYP3 locus, similar to EMO2 (*LOC416957*) on MYP6, glutamine and serine rich 1 (*QSER1*) on MYP7, neuroligin 1 (*NLGN1*) on MYP8, doublecortex (*DCX*) on MYP13, and grainyhead-like 3 (*GRHL3*) on MYP14. Until now, none of these genes were considered as a candidate gene for human myopia.

Different genes were identified if other normalization methods were used. The MAS5 normalization method yielded a high number of differentially expressed genes (1030) whereas RMA normalization yielded only 31 differentially regulated genes (cut-off level was again a minimum FC of 1.5 and a p-value below 0.05 in both cases). In a comparison of all normalization methods, we observed that only 21 genes appeared in all three lists.

Data obtained by GC-RMA normalization (123 genes) were also analyzed using Ingenuity Pathways Analysis software, but no distinct pathways were identified based on the changes in mRNA expression.

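Immediate early genes, which neurons switch on within minutes of a stimulus, lay on both sides in positive lens-treated chicks, 9 of 19 higher and 10 lower. Most genes of cone phototransduction and of the retinoic acid pathway were lower, and most horizontal cell markers and heat shock genes higher. None of these groups passed the test among the 31 gene lists, of which camera called 0 at an adjusted p under 0.05 and 6 at an unadjusted p under 0.05. Of the immediate early genes, 0 passed over all genes and 3 were lower when adjusted over the list alone, EGR1, DUSP4 at its probe set with the highest signal with a log2 fold change of −1.33 (SE 0.32) and HOMER1, a Z-linked gene, with −0.34 (SE 0.08) and −0.35 with a term for the 2 arrays without W-linked signal. The adjusted p of this list was 0.0580 from camera, 0.703 with an estimated correlation and 0.229 from fry, and its median log2 fold change was −0.02. Among 11 retinal neuropeptides 5 passed when adjusted over the list alone, glucagon, neurotensin (NTS, 0.43, SE 0.09) and proenkephalin (PENK, 0.16, SE 0.05) on the higher side and pp-URP and ADCYAP1 (−0.22, SE 0.06) on the lower side. The neuropeptides had an adjusted p of 0.724 from camera, with a positive median of 0.05 and a negative mean of −0.04, and of 1.09e-05 from fry's test of changes in either direction. Glucagon and pp-URP were known from the paper's list of these same arrays when the gene list was written. The p-value from fry therefore partly retests known differences and is no independent support. Cone phototransduction genes were lower in 14 of 19, with GNAT2 alone past when adjusted over the list alone, and retinoic acid genes in 11 of 15, with CYP26A1 (−0.38, SE 0.08), an enzyme that breaks down retinoic acid, and the receptor RXRG (−0.27, SE 0.07) past when adjusted over the list alone. All 6 horizontal cell markers and 17 of 24 heat shock and unfolded protein response genes were higher, 0 of them past when adjusted over the list alone. These 4 lists had an adjusted p of 0.110 from camera and of 0.703 with an estimated correlation. With a term for the 2 control arrays without W-linked signal, chosen after seeing the data, the cone list had a median of −0.02 and an adjusted p of 0.760 from camera, and the adjusted p was 0.256 for immediate early genes, 0.316 for horizontal cell markers and 0.152 for the retinoic acid and heat shock lists. Of 18 amacrine and dopaminergic cell genes, 8 were higher, with the glycine transporter SLC6A9 (−0.19, SE 0.04) and the GABA-synthesizing enzyme GAD1 (0.10, SE 0.02) past when adjusted over the list alone, a median of −0.03 and a camera direction toward higher values (adjusted p = 0.935). Camera called the immediate early list without plus lens replicate 1, 4 or control replicate 1, heat shock genes without plus lens replicate 2, the retinoic acid list without plus lens replicate 4, and cone and horizontal cell genes without control replicate 3. It also called the immediate early list with the filter on dim probe sets (median −0.21, adjusted p = 0.000238), the floor of 16 (0.000155), median centring, the mean of all probe sets and array weights, the last also for cone and horizontal cell genes. With an estimated correlation, and by fry's test of 1 direction, 0 of the 31 lists passed.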

### Real-time RT–PCR

Sixteen genes were chosen for validation using real-time RT-RCR. Seven of these 16 genes were taken from the list of 21 that were found with all three normalization methods (*CD226*, *GHRHR*, *GNAT2*, *OSBP2*, *SHQ1*, *SPTBN1*, *pp-URP*), and nine additional genes were chosen from the list of differentially expressed genes that were obtained after GC-RMA normalization (genes shown in bold in Appendix 1). 

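Of the 16 genes chosen for real-time PCR, 7 were higher and 9 lower on the arrays of positive lens-treated chicks. SPTBN1, a spectrin of the membrane skeleton, was higher at the probe set whose control intensity matches Table 1, at a mean log2 intensity of 5.87 ± 0.45 (SD, n = 4) against 4.33 ± 0.28 (SD, n = 4) in controls, and GNAT2, the alpha subunit of cone transducin, was lower, at 11.98 ± 0.30 against 13.30 ± 0.25 (SD, n = 4 each). pp-URP, the precursor of a urotensin-like peptide, had a log2 fold change of −1.32 (SE 0.21), and ETV5, an ETS transcription factor, of −0.60 (SE 0.04). OSBP2, an oxysterol binding protein, had a log2 fold change of 2.00 (SE 0.73), SHQ1, a factor of small nucleolar RNA assembly, of 1.84 (SE 0.61), and the receptor GHRHR of 1.62 (SE 0.36, and 0.40 with values under 16 raised to 16). Of the other higher genes, ELF1 had a log2 fold change of 0.87 (SE 0.20), the arginyltransferase ATE1 of 0.64 (SE 0.16) and the adaptor GRB2 of 0.59 (SE 0.17). The mean control intensities of OSBP2 (13.6), GHRHR (6.72) and ELF1 (12.9) lay below 16, so the size of these differences is set against background. Of the other lower genes, REEP6 had a log2 fold change of −1.02 (SE 0.35), the phosphatase MKP2 of −0.81 (SE 0.23), the activin receptor ACVR1 of −0.71 (SE 0.21, and −0.23 with values under 16 raised to 16), the transporter ABCC10 of −0.67 (SE 0.15) and the nicotinic receptor subunit CHRNB2 of −0.59 (SE 0.20). Other probe sets of these genes often differed less, with log2 fold changes of 0.07 (at the highest signal) to 0.57 at 3 of SPTBN1, −0.03 and 0.03 at 2 of GRB2, both with a higher signal, −0.02 to 0.09 at 5 of ELF1, 0.32 at ATE1 and 0.26 at OSBP2, while SHQ1 had 1.38 and 2.01 and MKP2 −0.00159 (at a mean log2 intensity of 2.64) and −1.33. In 12 of the 16 genes all 4 lens-treated chicks lay on one side of all 4 control chicks, the exceptions being CD226, CHRNB2, OSBP2 and SHQ1. The paper chose the 16 genes from its list of these same arrays, partly by fold change and p-value. That separation, and the unadjusted p and fold change given next, therefore follow largely from the choice. None of the 16 passed limma's test with Benjamini-Hochberg adjustment, with adjusted p-values of 0.0990 for ETV5, 0.412 for GNAT2, 0.539 for SPTBN1 and pp-URP and 0.903 to 0.979 for the others, while all 16 had an unadjusted p under 0.05 and a fold change of at least 1.5 by limma and by the methods' t-test. With a term for the 2 arrays without W-linked signal, an alternative chosen after seeing the data, ETV5 passed with an adjusted p of 0.0423. That term sets the lens-treated chicks against control replicates 1 and 3 alone, and with control replicates 2 and 4 left out 0 probe sets passed.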

Table 2 compares the results of the real-time RT–PCR with the microarray analysis. The tissue originated from the chicks treated with +6.9D lenses for 24 h. All four microarray samples were tested by real-time PCR as well. In addition, two samples that were not subjected to microarray analysis were tested with real-time PCR.

**Table 2:** Results obtained by microarray analysis and real-time RT-PCR

**Gene**	**Fold change PCR**	**p-value PCR**	**Fold change MA**	**p-value MA**
***ABCC10***	**-1.23**	**0.0385**	**-1.59**	**0.0047**
*ACVR1*	1.17	0.1975	-1.63	0.0180
***ATE1***	** 1.32**	**0.0149**	** 1.56**	**0.0093**
***CD226***	**-2.54**	**0.0318**	**-7.70**	**0.0247**
*CHRNB2*	1.31	0.0082	-1.50	0.0314
***ELF1***	** 1.24**	**0.0446**	** 1.83**	**0.0069**
*ETV5*	1.10	0.2014	-1.51	0.0000
*GHRHR*	2.07	0.1160	3.08	0.0056
*GNAT2*	1.09	0.4197	-2.49	0.0005
***GRB2***	** 1.27**	**0.0245**	** 1.50**	**0.0150**
*MKP2*	-1.36	0.1374	-1.75	0.0162
***OSBP2***	** 1.27**	**0.0059**	** 4.00**	**0.0412**
***pp-URP***	**-1.81**	**0.0045**	**-2.50**	**0.0010**
*REEP6*	1.23	0.0912	-2.03	0.0331
***SHQ1***	** 3.62**	**0.0077**	** 4.03**	**0.0214**
***SPTBN1***	** 1.39**	**0.0071**	** 2.90**	**0.0011**

Shown are data from retinal samples of chicks that were treated with +6.9D lenses for 24 h. The numbers represent fold-changes and p-values for the changes of the investigated genes in both the real-time RT-PCR (PCR) and the microarray (MA) experiment. Genes shown in bold were further tested with real-time RT–PCR in two other experimental paradigms: treatment with +6.9D lenses for 4 h or with −7D lenses for 24 h.

Nine out of the 16 tested genes could be confirmed by real-time PCR and are shown in bold font in Table 2. 

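Across the 16 genes, array and real-time PCR values pointed the same way for 11 genes, among them CD226, SHQ1, GHRHR, SPTBN1 and pp-URP, and opposite ways for ACVR1, CHRNB2, ETV5, GNAT2 and REEP6. These 5 genes were all lower on the arrays of positive lens-treated chicks and higher in the paper's PCR values. Of them CHRNB2 alone had a p under 0.05 in the paper's t-test of the PCR values, so the others differ in sign only. Of the 11 genes of the same sign, GHRHR and MKP2 had no PCR p under 0.05. Pearson's r between the log2 fold changes of the arrays and the log2 of the paper's PCR fold changes was 0.800 (permutation test, two-sided, p = 0.00015) and Spearman's coefficient 0.862 (permutation test, two-sided, p = 4e-05). Without OSBP2 and SHQ1, the genes farthest from the median array value, r was 0.822. On signed fold changes r was 0.751 (permutation test, two-sided, p = 0.00062), and with the mean of all probe sets of a gene it was 0.874 on the log2 scale. The correlation runs across genes, which are not independent replicates and were chosen from these arrays. The PCR values of the 6 chicks per group are the paper's, and the lens-treated chicks of the arrays are among them.

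**Figure D3:**
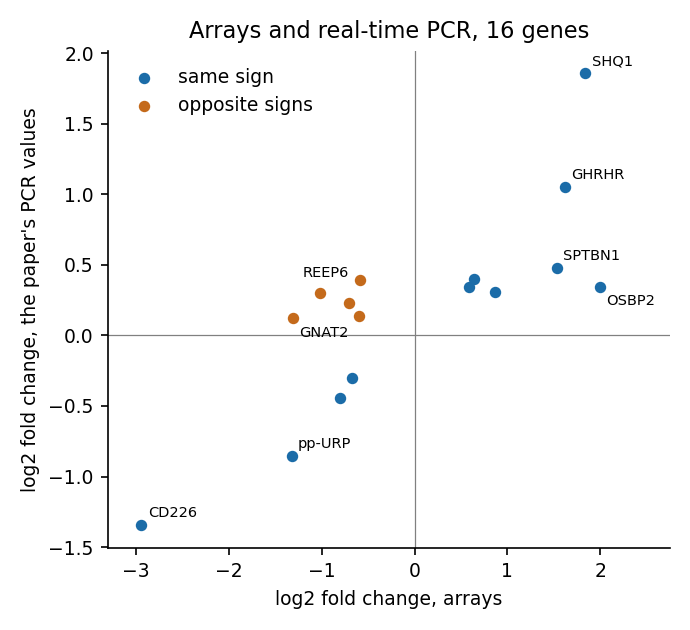
Log2 fold change on the arrays (x axis) and log2 of the paper's real-time PCR fold change (y axis) of 16 genes, with 1 point per gene. The 11 genes of the same sign lie in the lower left and upper right quadrants and the 5 of opposite sign in the upper left.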

We compared the fold-changes in gene expression levels between GC-RMA microarray scores and real-time PCR of all tested genes and found a significant orthogonal correlation (correlation coefficient=0.759; n=16).

Two additional experimental paradigms were used to further elucidate the possible roles of the nine validated genes (+6.9D lenses for 4 h, −7D lenses for 24 h). None of the nine genes showed significantly altered mRNA expression levels after 4 h of treatment with +6.9D lenses (n=6; results not shown). Changes in expression following either −7D or +6.9D lens treatment (n=6 for each group) for 24 h are shown in Figure 1. The mean differences of the normalized gene expressions (deltaMNE) between each treated group and its individual control group, as well as the 95% confidence intervals are plotted.

**Figure 1:**
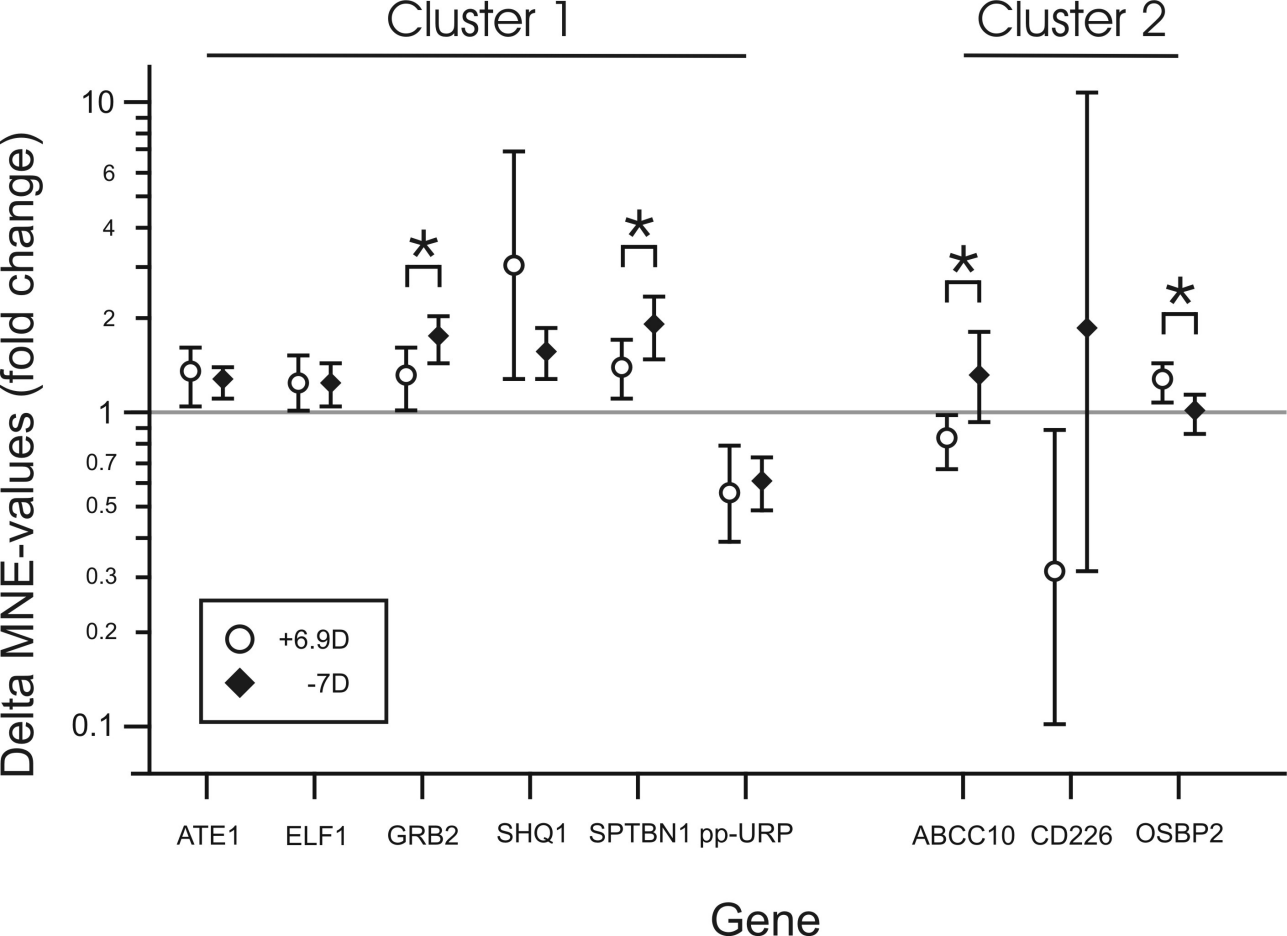
Results of the real-time PCR experiment. The mean differences in gene expression (shown as delta Mean Normalized Expression values, deltaMNE) and their 95% confidence intervals between the lens-treated groups (24 h treatment with +6.9D and −7D lenses, respectively) and the untreated control groups (n=6 animals each) are shown for the nine genes for which the microarray data could be confirmed. The horizontal gray line at fold change 1 indicates no change. Asterisks denote significant differences (p<0.05) between the two groups. Unpaired *t*-tests were performed, and not corrected for multiple testing. Genes were assigned to clusters depending on the directions of the changes (Cluster 1: changes in the same direction under both conditions; Cluster 2: only regulated in response to positive lens treatment).

The horizontal gray line in Figure 1 represents the level of no difference in expression. No overlap between the 95% confidence interval bars and this line indicates that there was a statistically significant difference between the treated group, and the respective untreated control group. Significant differences between negative and positive lens-treated groups are denoted by asterisks in Figure 1 (p<0.05 each).

Based on the real-time RT–PCR experiment, the genes could be clustered into two categories. The first cluster includes genes that showed changes in the same directions, no matter whether positive or negative lenses were used: “image sharpness detection” (*ATE1*, *ELF1*, *GRB2*, *SHQ1*, *SPTBN1,* and *pp-URP*). In this cluster, positive lenses as well as negative lenses induced significant changes. The second group includes those genes that were regulated only in response to positive lens wear, but remained unchanged in response to treatment with negative lenses: “sign of defocus detection” (*ABCC10*, *CD226*, *OSBP2*).

*GRB2*, *SPTBN1*, *ABCC10,* and *OPBP2* were differentially expressed in response to +6.9D and −7D treatment. Both *GRB2* and *SPTBN1* showed an upregulation after positive and negative lens treatment but the upregulation was more pronounced in the negative lens-treated animals. This suggests a graduated regulation of the transcription of these genes with the absolute amount of defocus. *ABCC10* expression was significantly downregulated in the positive lens-treated animals, but upregulated in the negative lens-treated animals. *OSBP2* displayed no changes in response to the treatment with negative lenses, but there was a significant upregulation in the positive lens-treated animals.

The data discussed in this publication have been deposited in the National Center for Biotechnology Information (NCBI's) Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE11439.

## Discussion

While changes in retinal gene expression associated with the development of myopia have been described in previous reports, this is the first study to examine gene expression changes during development of experimental hyperopia. This approach was chosen because we were interested in potential candidates for “stop signals” of axial eye growth. Using GC-RMA for normalization of the microarray data, we found 123 differentially regulated genes after one day of positive lens wear. The finding that two already known candidate genes, glucagon and *ZENK* (*EGR1*), were in this list underlines the usefulness of the microarray technique in discovering genes that underlie the targeted biologic processes. Expression changes were confirmed by real-time PCR for nine of 16 genes. Changes in mRNA expression patterns of the validated genes were further studied in additional treatment groups. A short treatment period of 4 h did not influence the mRNA expression level of these genes, whereas some of them showed significant changes after one day of negative lens treatment.

### Microarray data

#### Different normalization methods

It was not especially surprising to see that the different normalization methods (GC-RMA, RMA, and MAS5) produced variable results regarding the total number of differentially expressed genes, with little overlap between the studies (only 21 genes). This was similar to a previous microarray study undertaken by Brand et al. [28]. There are major differences between GC-RMA, RMA, and MAS5 normalization methods: MAS5 corrects for hybridization to the mismatch probes for that particular probe set, whereas GC-RMA and RMA alternatively calculate a background adjustment step that ignores the mismatch intensities [33]. Millenaar et al. [34] evaluated multiple normalization methods and found MAS5 to have the most distinct outcome compared to the other two procedures. However, the differences were much smaller in their study compared to ours. We chose seven genes that were represented in all lists (GC-RMA, RMA, and MAS5) for validation by semiquantitative real-time RT–PCR. As a result, five genes could be verified—which represents a higher percentage than with the GC-RMA normalized data list. We therefore agree with the conclusion by Brand and colleagues [28] that each normalization method likely provides only a fragmentary picture of all changes in gene expression.

#### Magnitude of changes in gene expression

We found only small changes in gene expression in positive lens-treated chicks, involving 123 genes with an average fold change of ±1.96. 

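Most differences on the list past an unadjusted p under 0.05 and 1.5-fold were small, with larger ones at RHOG, CD226, OSBP2, SHQ1 and GHRHR, and at SLC35B3 (2.26, log2) and DCT (−1.69, log2), both chosen after their values were seen. OSBP2 was 4.00-fold, SHQ1 3.58-fold and GHRHR 3.08-fold higher in positive lens-treated chicks, while TMTC3 was 1.54-fold and HSPB9 1.51-fold higher. The log2 fold change of SHQ1 ranged from 1.41 to 2.43 with an array left out. It was highest without plus lens replicate 1, which lay at 4.90 (log2), within the range of the control chicks. All control values of GHRHR and 2 of 4 of OSBP2 lie below an intensity of 16, and with values under 16 raised to 16 OSBP2 was 2.60-fold and GHRHR 1.32-fold higher. The mean absolute fold change of the list from limma was 1.95 (95% confidence interval over probe sets, 1.79 to 2.11), with a median of 1.67. This interval counts probe sets as independent, and with an array left out the mean ranged from 1.94 to 2.44. For the list of the methods' t-test the mean was 1.98, and 1.96 with each gene counted once and probe sets with no gene counted singly, a choice made after seeing the values. None of these genes passed limma's test with Benjamini-Hochberg adjustment, and a list chosen for a fold change of at least 1.5 has a mean above that threshold by construction.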

The magnitudes of changes are in line with the findings of other microarray studies [27,28]. It is known that even small changes in the expression of biologically relevant transmitters or neuromodulators can cause large effects. For instance, the drop in retinal dopamine levels associated with the development of form-deprivation myopia in chicks (e.g., Stone et al. [14]) did not exceed 30%. In addition to the regulation at the transcriptional level, the processing/transport and the translation and stability of mRNA regulate the protein (expression) level. For instance, a study in yeast, where changes in mRNA levels and protein levels were compared, showed that at least 20% of the changes in mRNA concentrations did not show up as parallel changes in protein levels [35]. And finally, as the total retinal tissue was processed, potentially large local cell-specific changes in mRNA concentrations could have been averaged out.

#### Treatment time and biochemical changes

It has been found in previous studies [36,37] that changes in retinal mRNA levels occur as early as after 24 h of treatment with spectacle lenses. Negative lens treatment was observed to cause a significant decline in glucagon mRNA levels [16] and positive lens treatment an increase in glucagon mRNA levels [38]. The same treatment duration induced changes in proteoglycan synthesis in the chick sclera [39] and changes in expression of collagen-binding integrin receptors in tree shrew sclera [40], suggesting that active remodeling of the distinct layers of the eye was already in progress.

Some changes in gene expression can also occur much earlier. For example, the concentration of the mRNA of the transcription factor *ZENK* is changed already after 15–30 min [18-20]. Some of the early events—for example, *ZENK* expression changes—may persist after one day of lens treatment (*ZENK* mRNA level remains low after one day of negative lens treatment) or even reverse the direction of changes (*ZENK* mRNA levels are upregulated by short periods of positive lens wear [19] but seem to be downregulated by longer periods of positive lens treatment [41]).

That the nine validated genes did not show any significant changes, or even a trend toward a change, after only 4 h of positive lens treatment suggests that they are not essential in the early signaling cascade in the retina following imposed defocus.

### Validation and characterization of genes with real-time RT–PCR

It was possible to confirm nine out of 16 differentially expressed genes. Nevertheless, some of the microarray results were not confirmed. One explanation for the failure of the validation of some of the microarray results may be alternative transcript usage as a technical and conceptual issue in comparing across species and studies. A recent study characterized alternate splicing and tissue-specific expression in the chicken from expressed sequence tags [42]. The authors suggested that alternate splicing may occur in 50%–60% of the chicken gene set with an average of more than two transcripts per gene which undergo this process. This underlines that real-time PCR validation may fail in some cases, because most genes have several transcripts: the sequences that were amplified with the primer pairs of three of the genes that could not be validated in our study (*REEP6, MKP2*, and* GHRHR*) did not include the same region of the gene against which the microarray probes had been designed. 

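ACVR1, CHRNB2 and ETV5, a receptor kinase, a nicotinic receptor subunit and a transcription factor, are each read by several probe sets, and GNAT2 by 1 probe set that carries its symbol. The 2 probe sets of ACVR1 differed, as the one with the higher signal had a log2 fold change of 0.02 (SE 0.07) in positive lens-treated chicks. For CHRNB2 the other probe set had a log2 fold change of −0.25 (SE 0.10), in the same direction as the chosen one. ETV5 has 5 probe sets, of which another had a log2 fold change of −0.47 (SE 0.04, adjusted p = 0.0990 from limma with Benjamini-Hochberg adjustment) and 1 more of −0.34 (SE 0.06). The remaining ETV5 probe sets had log2 fold changes of 0.04 (SE 0.20) and 0.00416 (SE 0.00595), the latter at a mean log2 intensity of 2.76, near the lowest values of the arrays. Of all probe sets of these 4 genes none passed the adjusted threshold, and 1 per gene had an unadjusted p under 0.05 and a fold change of at least 1.5 by the methods' t-test.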

The other four genes that could not be validated were presented more than once on the microarray, with only one probe set showing differential expression. The possibility of the presence of yet to be known isoforms can therefore not be excluded. Moreover, microarrays and semiquantitative PCR require and utilize vastly different normalization methods.

### Comparisons with other microarray studies

In similar microarray studies [27-29], only a small number of genes were changed by visual conditions that induce refractive errors. Unfortunately, there is little overlap among the lists from different studies. Different normalization methods may account for part of the problem, but differences in treatment paradigms, animals, and samples (pure retina versus retina/RPE) are also the case. Comparisons of different studies are shown in Table 3, together with the individual normalization methods.

**Table 3:** A comparison of gene lists with other studies

**Affymetrix ID**	**Gene symbol**	**FC Schippert**	**FC other**s	**p value Schippert**	**Gene title**	**Normalization**
Comparison with McGlinn et al. [27]						
Gga.19434.1.S1_at		-1.64	1.26	0.0252	Finished cDNA, clone ChEST955o8	both RMA
Gga.8944.3.S1_s_at	*LOC424393*	1.78	1.23	0.0004	similar to KIAA1096 protein	both RMA
Gga.9482.1.S1_at	*LOC404534*	-1.83	-1.67	0.0004	prepro-urotensin II-related peptide	both RMA
Comparison with Brand et al. [28]						
GgaAff × 0.21017.1.S1_s_at	*CALD1*	-1.65	-2.65	0.0295	caldesmon 1	both MAS5
Gga.10521.1.S1_s_at	*GARNL1*	1.57	1.51	0.0016	GTPase activating Rap/RanGAP domain-like 1	both MAS5
Gga.9350.1.S1_s_at	*KNTC2*	-4.41	-3.52	0.0491	kinetochore associated 2	both MAS5
Comparison with Tkatchenko et al. [29]						
GgaAff × 0.4150.3.S1_s_at	*ARHGEF12*	1.55	Upregulation (FC unknown)	0.0213	similar to Rho guanine nucleotide exchange factor 12	GCRMA/GAPDH

Comparisons of the list of differentially expressed genes found in the present study with microarray studies from other groups [27-29]. Shown are Affymetrix ID, gene symbol, fold changes of the respective gene in the present study (FC Schippert) and in the respective other studies (FC others), p-values obtained in this study (p-value Schippert), gene title, and normalization methods used.

McGlinn et al. [27] studied form vision-deprived chicks after 6 h and 3 days and analyzed the retina/RPE tissue with the GeneChip Chicken Genome Arrays (Affymetrix). 

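In positive lens-treated chicks, pp-URP and the clone ChEST955o8 were lower than in controls, and LOC424393 was higher. LOC424393, which carries the current symbol PRRC2C, had a mean log2 intensity of 6.87 ± 0.26 (SD, n = 4) in lens-treated and 5.76 ± 0.20 (SD, n = 4) in control chicks at the probe set of Table 3, a log2 fold change of 1.11 (SE 0.15). The 7 other probe sets of LOC424393 had log2 fold changes of −0.04 to 0.28. The clone ChEST955o8, which matches the gene ACAP3, had a log2 fold change of −0.87 (SE 0.27), with 4 other probe sets of ACAP3 at −0.21 to −0.05. For pp-URP the mean log2 intensity was 5.99 ± 0.34 (SD, n = 4) in lens-treated and 7.31 ± 0.28 (SD, n = 4) in control chicks, without overlap. None of the 3 genes passed, with adjusted p-values of 0.396 for LOC424393 and 0.979 for ChEST955o8 from limma with Benjamini-Hochberg adjustment. All values are from GC-RMA, and the RMA values of Table 3 were not analysed here.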

Three genes were significantly changed in both their study and ours: *pp-URP*, *LOC424393* (the homolog to the human BAT2 domain containing 1), and the clone *ChEST955o8*. Not much is known about the function of pp-URP (see McGlinn et al. [27] for more details). As stated by these authors, pp-URP merits future investigation since it is implicated in the activation of the urotensin receptor, which then is able to stimulate growth signaling pathways [43]. Since *LOC424393* and *pp-URP* were changed in the same direction during form deprivation myopia and lens-induced hyperopia development, there is no link to the sign of axial eye growth changes. Unfortunately, no information is available about the only gene that was differentially regulated during form-deprivation myopia and lens-induced myopia (*ChEST955o8*).

Brand et al. [28] deprived mice of form vision in one eye for different durations (30 min, 4 h, 24 h). They then compared the mRNA expression in the form-deprived retina to the one in the fellow eye, which had been treated with neutral density filters to match light attenuation. Three genes were consistently changed in both their study and ours. 

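Of the 3 genes shared with the mouse study, RALGAPA1, listed as GARNL1, was higher in positive lens-treated chicks at the probe set of Table 3, caldesmon 1 was slightly lower, and NDC80, listed as KNTC2, was at background. GARNL1, a regulator of small GTPases, had a mean log2 intensity of 7.51 ± 0.19 (SD, n = 4) in lens-treated and 6.89 ± 0.32 (SD, n = 4) in control chicks at that probe set, a log2 fold change of 0.62 (SE 0.18). The 5 other probe sets of GARNL1 had log2 fold changes of −0.03 to 0.23, with −0.02 at the one with the highest signal. At the probe set of Table 3, CALD1 had a log2 fold change of −0.21 (SE 0.28), and all 4 probe sets of the gene were lower, with −0.53 (SE 0.18) at the one with the highest signal. KNTC2, a kinetochore protein, had a mean log2 intensity of 2.47 in both groups, and its log2 fold change was −0.00240 (SE 0.00771), with a sign that turned without plus lens replicate 4 or control replicate 2. The adjusted p-values were 0.964 for GARNL1, 0.989 for CALD1 and 0.996 for KNTC2 from limma with Benjamini-Hochberg adjustment, so none of the 3 passed. The values are from GC-RMA, and the MAS5 values of Table 3 were not analysed here.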

Caldesmon 1 mRNA, an ubiquitous actin- and calmodulin-binding protein [44], which is also a substrate for mitogen-activated protein kinase [45] and other serine and threonine kinases [46-48] was downregulated in both studies, GTPase activating Rap/RanGAP domain-like 1 mRNA was upregulated in both studies, and kinetochore associated 2 mRNA was downregulated in both studies.

Finally, Tkatchenko et al. [29] performed a microarray study of retinas from rhesus macaques and green monkeys who had been deprived of form vision by surgical lid-fusion. A comparison between both lists is difficult because the authors had constructed their own microarrays and had normalized the data against the expression of glyceraldehyde-3-phosphate dehydrogenase mRNA. Therefore, the GC-RMA normalized data were compared with the list of Tkatchenko and colleagues. Only one gene showed up in both lists: Rho guanine nucleotide exchange factor 12 mRNA, which was upregulated in both cases.

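ARHGEF12, a guanine nucleotide exchange factor, was higher in positive lens-treated chicks at the probe set of Table 3, with a mean log2 intensity of 7.00 ± 0.30 (SD, n = 4) against 6.36 ± 0.28 (SD, n = 4) in controls. The log2 fold change was 0.63 (SE 0.19), and the lowest lens-treated chick lay within the range of the control chicks (exact two-sided permutation test, p = 0.0571). The 3 other probe sets of ARHGEF12, all with a higher signal, had log2 fold changes of −0.06 to 0.12. ARHGEF12 did not pass limma's test with Benjamini-Hochberg adjustment (adjusted p = 0.979).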

Since all these genes, except for *ChEST955o8*, were regulated in the same direction both during myopia and hyperopia development, they are most likely not linked to pathways specific for either stimulation or inhibition of eye growth.

### Localization of genes to known myopia loci

Human homologs, if known, were tested for possible localization at already known chromosomal susceptibility loci. Six genes mapped to regions that were already known to be associated with myopia in different families. Five of them were upregulated during induction of hyperopia with positive lenses (*DCX*, *NLGN1*, *QSER1*, *TMTC3,* and *LOC41695*) and one was downregulated (*GRHL3*). 

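DCX, NLGN1, QSER1, TMTC3 and LOC416957 had higher mean levels in positive lens-treated chicks and GRHL3 a lower one. DCX, a protein bound to microtubules in migrating neurons, had a mean log2 intensity of 9.36 ± 0.23 (SD, n = 4) in lens-treated and 8.98 ± 0.08 (SD, n = 4) in control chicks, and all 5 of its probe sets were higher, with log2 fold changes of 0.29 to 0.69. TMTC3 had a log2 fold change of 0.63 (SE 0.23), QSER1 of 0.88 (SE 0.33) and GRHL3, a transcription factor, of −1.40 (SE 0.53), with 0.23 and 0.51 at the other probe sets of QSER1 and −0.05 at that of GRHL3. NLGN1, an adhesion protein of synapses, had a log2 fold change of 0.14 (SE 0.12) at the probe set with the highest signal and of 0.71 (SE 0.27) at another, while 3 more lay between 0.01 and 0.08. LOC416957, with the current symbol PRR14L, had log2 fold changes of 0.42 (SE 0.22) and 0.80 (SE 0.29) at its 2 probe sets. The adjusted p of each of these 6 genes was 0.979 from limma with Benjamini-Hochberg adjustment, so none passed, and 3 of them (TMTC3, QSER1 and GRHL3) had an unadjusted p under 0.05 and at least 1.5-fold at the probe set with the highest signal. DCX (0.69), NLGN1 (0.71) and LOC416957 (0.80) were past the same thresholds of the methods' t-test at another probe set. In DCX and TMTC3 all 4 lens-treated chicks lay above all 4 control chicks (exact two-sided permutation test, p = 0.0286).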

DCX is a cytoplasmatic protein suspected to direct neuronal migration by regulating the organization and stability of microtubules in the developing cortex [49]. NLGN1 is a neuronal cell-surface protein that may be involved in the formation and remodeling of central nervous system synapses [50]. No further information is available at present about the possible function of QSER1, TMTC3, and C22orf30 (the human homolog of LOC416957). GRHL3 probably acts as a transcription factor during development [51]. Although none has been detected in human myopia linkage studies, these genes may represent new candidates for future linkage analyses.

### New candidate genes

The genes that were closer investigated by real-time RT–PCR are described in more detail in the next section. None of these genes has a known function in the retina.

#### ABCC10

ABCC10 is supposed to be a lipophilic anion transporter, most likely involved in phase III (cellular extrusion) of detoxification [52]. So far, no involvement in retinal processing has been proposed. Therefore, speculations about the function of ABCC10 in the signaling cascade in the retina are difficult. Nevertheless, ABCC10 merits further investigation because it was downregulated in positive lens-treated chicks and, compared to this group, upregulated in negative lens-treated animals.

#### ATE1

This protein is an enzyme that is involved in the targeting of proteins for ubiquitin-dependent degradation [53]. It has been shown that in ATE1^−/−^ embryos, the G_q_/G_i_-activated extracellular signal-regulated kinase pathways were impaired. In these embryos, the mRNA expression of v-jun sarcoma virus 17 oncogene homolog, *FOS*, 3-phosphoinositide dependent protein kinase-1 and Cyclin D1 was found to be downregulated by roughly twofold [54]. 

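JUN, PDPK1 and cyclin D1 (CCND1) showed small differences in mRNA level between positive lens-treated and control chicks, and FOS was too low to compare. JUN, a transcription factor of the AP-1 complex, had a mean log2 intensity of 9.03 ± 0.20 (SD, n = 4) in lens-treated and 9.00 ± 0.11 (SD, n = 4) in control chicks, a log2 fold change of 0.03 (SE 0.11). FOS, its partner in AP-1, was near the lowest values of the arrays, at 2.78 ± 0.04 against 2.81 ± 0.02 (SD, n = 4 each), so that a difference in FOS was not detectable. PDPK1, a kinase that activates AKT, had a log2 fold change of −0.01 (SE 0.10), and CCND1 of −0.18 (SE 0.17). None of the 4 genes passed limma's test with Benjamini-Hochberg adjustment, with adjusted p-values of 0.979 to 0.998, and none had an unadjusted p under 0.05 by limma or by the methods' t-test together with a 1.5-fold change. The sign of JUN turned without plus lens replicate 1 or control replicate 1, and that of PDPK1 without any of 4 arrays.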

Despite the upregulation of *ATE1* in both the positive- and the negative lens-treated group, none of the aforementioned genes was found to be differentially expressed in our study.

#### CD226

This glycoprotein is expressed on the surface of natural killer cells, platelets, monocytes, and a subset of T cells. It is a member of the immunoglobulin superfamily and mediates cellular adhesion to other cells bearing an unidentified ligand. Cross-linking CD226 with antibodies initiates platelet activation and aggregation in a process dependent on the Fc receptor and protein kinase C activation [55,56]. That *CD226* was most strongly downregulated in the 24 h positive lens-treated animals lends credence to the belief that these changes are somehow related to changes in axial growth—even if the mode of action remains unknown.

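CD226 was low in 3 of the 4 positive lens-treated chicks and at the level of the control chicks in the other one. The log2 intensity of CD226 was 2.70 to 3.12 in plus lens replicates 1 to 3 and 6.81 in plus lens replicate 4, while the 4 control chicks lay between 6.69 and 6.99. With all 8 arrays the groups overlapped (exact two-sided permutation test, p = 0.114). Without plus lens replicate 4 CD226 had a log2 fold change of −3.93 and an adjusted p of 0.00489 from limma with Benjamini-Hochberg adjustment, the only probe set called in that fit. Plus lens replicates 1 to 3 lay below an intensity of 16 at CD226, so the size of that difference is set against background. CD226 has 1 probe set by its symbol, so the difference could not be compared with a second one.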

#### ELF1

This transcription factor regulates, among others, inducible gene expression during T cell activation [57]. ELF1 and repellent axon guidance signal have been implicated in the control and development of the retinotectal projection [58]. *ELF1* was upregulated after positive and negative lens treatment, suggesting that it is part of a more general response of the retina, rather than a specific signal for directional growth changes.

#### GRB2

GRB2 is an adaptor protein involved in signal transduction [59] by mediating the activation of RAS in complex with epidermal growth factor receptor and son of sevenless (SOS) [60]. It is implicated in the insulin pathway, and insulin itself has been shown to lead to excessive eye growth [61,62]. Insulin receptor substrate protein 1 is phosphorylated by the insulin receptor and is then able to bind GRB2, which then activates the mitogen-activated protein kinase pathway through its interaction with SOS. Additionally, GRB2 has been linked to the internalization of beta-adrenergic receptors in response to insulin [63].

There are 43 insulin-related, seven SOS-related, and 25 epidermal growth factor-related sequences on the Affymetrix chip, none of which was differentially expressed in the retina of positive lens-treated eyes. 

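Genes of insulin and IGF signaling, the son of sevenless exchange factors and the genes of epidermal growth factor showed small differences between positive lens-treated and control chicks, in both directions. By gene symbol, 38 probe sets of 21 insulin and IGF genes had log2 fold changes of −0.21 to 0.22, and 8 probe sets of SOS1 and SOS2 had −0.02 to 0.29. The 28 probe sets of 10 epidermal growth factor genes had log2 fold changes of −0.35 to 0.42. Limma called 0 of these probe sets, with a smallest adjusted p of 0.979 after Benjamini-Hochberg adjustment, and 0 had an unadjusted p under 0.05 and 1.5-fold by limma or by the methods' t-test. Without the fold threshold, 1 insulin or IGF probe set and 1 son of sevenless probe set had an unadjusted p under 0.05. In the list of insulin and IGF signaling, 15 of 24 genes were higher, among them FOXO1 (0.32, SE 0.22) and IRS4 (0.16, SE 0.06), 0 passed when adjusted over the list alone, and the adjusted p from camera was 0.567. The symbols were chosen after the files were seen, because the annotation used here gives symbols in place of titles.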

GRB2 interacts with 190 other proteins (see Human Protein Reference Database) and may well have other yet to be defined functions as suggested by the upregulation in negative lens-treated eyes as compared to the positive lens-treated eyes.

#### OSBP2

OSBP2 and OSBP1 have previously been shown to be located in the retina with OSBP1 being more abundant. *OSBP1* is not on the Affymetrix chip. 

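OSBP2 is read by 2 probe sets on the array, and the genes of the OSBPL family, which share its oxysterol binding domain, by 28, while the symbols OSBP and OSBP1 are carried by 0 probe sets in the annotation used here. The OSBP2 probe set with the higher signal had a log2 fold change of 0.26 (SE 0.14) in positive lens-treated chicks and did not pass limma's test with Benjamini-Hochberg adjustment (adjusted p = 0.979). At the other probe set, whose control intensity matches Table 1, the mean log2 intensity of OSBP2 was 5.77 ± 0.86 (SD, n = 4) in lens-treated and 3.77 ± 1.28 (SD, n = 4) in control chicks.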

OSBP1 and OSBP2 are expressed in different types of retinal cells with OSBP2 likely to be associated with membranes in a yet unknown way [64]. Oxysterols are oxidized byproducts of cholesterol that can cause cytotoxic effects, with low-density lipoprotein (LDL) being one of the major sources of oxidized cholesterol. OSBPs bind oxysterol, and are highly expressed in the RPE, which also expresses the LDL-receptor [65]. This suggests that the RPE has a mechanism to bind these oxysterols as they are released from the LDL complex. Another link could be established to apolipoprotein A1 (ApoA-I), whose level was elevated in the retina after the development of hyperopia [66], and the LDL-receptor. ApoA-I acts as a ligand for these receptors in chickens, comparable to the LDL receptor-related protein, which has been shown to regulate plasminogen and matrix metalloproteinase activation [67].

#### SHQ1

SHQ1 is an essential nuclear protein that is involved in rRNA processing pathways. Together with the protein NAF1 it is important in the initial steps of the biogenesis of small nucleolar RNAs (snoRNAs). SnoRNAs later form small nucleolar ribonucleoprotein particles, which are essential cofactors in ribosomal RNA metabolism. *SHQ1* was upregulated in both treatment groups, with a much higher variation between the six samples measured in the positive lens-treated group.

#### SPTBN1

SPTBN1 is a cytoskeletal protein involved with organizing receptor domains and possibly the control of vesicle traffic at the plasma membrane [68]. It interacts with calmodulin and calcium-dependent protease 1. SPTBN1 has been proposed to play a role in local mechanisms that can control rapid changes in membrane topography and skeletal organization and yet provide permanence and stability to the membrane between cycles of change [69]. Since *SPTBN1* mRNA expression was generally upregulated in both the positive- and the negative lens-treated group, we propose a more general role of this protein in retinal processing.

#### pp-URP

pp-URP II-related peptide is the precursor of the urotensin II paralog (URP). It binds to the G-protein coupled urotensin II receptor (UTS2R), which was also downregulated in our experiment (Appendix 1, Molecular Transducer Activity, FC=-1.51; Affymetrix ID: GgaAff × 0.1067.1.S1_at). 

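UTS2R, the receptor of urotensin II and of its related peptide, was lower in all 4 positive lens-treated chicks than in every control chick. The mean log2 intensity of UTS2R was 5.20 ± 0.42 (SD, n = 4) in lens-treated and 5.80 ± 0.18 (SD, n = 4) in control chicks, a log2 fold change of −0.60 (SE 0.22). It did not pass limma's test with Benjamini-Hochberg adjustment (adjusted p = 0.979), and its exact permutation test gave the smallest p that 4 chicks against 4 allow (two-sided, p = 0.0286). The other probe set of UTS2R had a mean log2 intensity of 2.42, near the lowest values of the arrays, and a log2 fold change of −0.06 (SE 0.06).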

If the effect of URP is indeed the same as of urotensin II, binding to the UTS2R leads to Gq protein activation, associated with activation of protein kinase C, protein tyrosine kinases, calmodulin, and phospholipase C [70-72]. Urotensin II also induces c-fos, which has been shown to be reduced in the retina of form-deprived mice [28]. This seems to support the possibility that pp-URP is involved in eye growth regulation. Nevertheless, the down-regulation of pp-URP in both cases (positive- and negative lens treatment) leads us to the assumption that this molecule is part of a general signaling pathway in the retina rather than a start- or a stop-signal for axial growth.

### Outlook

The current study merged in a long list of yet unknown genes that were regulated in the retina of chicks by exposure to myopic defocus. At present, no defined pathways could be associated with the observed changes. 

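Genes of protein kinase C and phospholipase C signaling showed small differences in both directions in positive lens-treated chicks, and genes of RAS and MAP kinase signaling lay on both sides too. Of 25 protein kinase C and phospholipase C genes, 14 were higher and 11 lower, with a median log2 fold change of 0.01, and 0 passed, also when adjusted over the list alone. PLCG2, a phospholipase of receptor signaling, had a log2 fold change of 0.37 (SE 0.16) and DGKZ, a diacylglycerol kinase, of −0.07 (SE 0.04). Of 29 RAS and MAP kinase genes, 15 were higher and 14 lower. DUSP6, a phosphatase that switches off ERK, had a log2 fold change of −0.38 (SE 0.09) and passed when adjusted over the list alone, as did DUSP4 and ETV5, while 0 passed over all genes. The adjusted p from camera was 0.724 for both lists, and 0.944 for the protein kinase C list and 0.916 for the RAS list with an estimated correlation. The RAS list had a positive median of 0.00293, a negative mean of −0.08 and a camera direction toward lower values, and the direction of the protein kinase C list turned without plus lens replicate 2. Genes of G-protein-coupled receptors were not gathered in a list of their own, and 0 of the 9 dopamine receptor and signaling genes passed when adjusted over the list alone, with a median of −0.00260 and an adjusted p of 0.804 from camera.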

Apparently, the retina responds to treatment with positive lenses for 24 h with changes in several major signaling pathways (protein kinase C, G-protein-coupled receptors, mitogen-activated protein kinase). Comparisons with other published microarray studies remain inherently difficult because of differences in treatment protocols, animal models, and normalization methods. More closely matched experimental variables would help to improve the situation in the future, but it could also be that just more studies, especially studies that follow mRNA changes over time, would be sufficient to generate to a more coherent picture.

## Appendix 1. List of genes that were obtained by unpaired *t*-test and GC-RMA analysis

To access the data, click Appendix 1. This will initiate the download of a pdf that contains the file.

Chicks were treated for 24 h with +6.9D lenses. Eyes of untreated chicks of the same batches served as controls (4 individuals for each group). Affymetrix ID, Fold Change (FC), gene title and chromosomal position of the human homologs are shown. Genes were sorted after GO annotations. Genes that were localized in chromosomal loci of the human genome which are known to be associated with myopia are underlined and in italics. Genes that were chosen for real-time PCR validation are shown in bold.

How the deposited data were processed for this re-analysis (not part of the article)

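Retinal mRNA was measured on Affymetrix GeneChip Chicken Genome arrays in 4 chicks that wore +6.9 D lenses for 24 h and in 4 untreated chicks, all aged 9 days, with 1 chick per array and both retinas pooled. The deposited table holds 1 intensity per probe set and array, on a linear scale, which the authors made with GC-RMA in ArrayAssist from scans of Microarray Suite. A version of GC-RMA is not given in the sources used here. The real-time PCR data, the arrays normalized with RMA or MAS5, and the chicks treated with −7D lenses or for 4 h were not analysed here, apart from the paper's PCR fold changes of Table 2. The deposited experiment records gave the fluidics station, the module and the scan order of each array and no other value used here.

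The log2 of the deposited intensities was used with no further scaling, filter or floor. Of 38535 probe sets, 96 Affymetrix controls were left out and 38439 were tested. Gene symbols came from the platform annotation, which gives a single symbol for 27168 probe sets, several for 177 and none for 11094. Current symbols and chromosomes came from the RefSeq annotation of GRCg7b, matched by gene identifier for 26853 probe sets, and no coordinates were used. Symbols of 4 listed genes were updated after the files were seen. Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 as plus lens minus control, without a block, because the methods use unpaired tests and values of the same replicate number correlate by −0.01 to 0.11 between groups. P-values were adjusted by the Benjamini-Hochberg method over all probe sets tested, and a probe set was called at an adjusted p under 0.06 and a fold change of at least 1.5. The list at an unadjusted p under 0.05 and 1.5-fold is reported beside it, and the words rose and fell were kept for probe sets past the adjusted threshold, which none reached. Single genes carry an exact two-sided permutation test over 70 relabelings, whose smallest p is 0.0286. The design, the gene lists, the rule for named genes and the main alternatives were fixed before the data were examined. Some gene lists hold genes that the paper had already named from these same arrays, among them EGR1, MKP2, GNAT2, glucagon and pp-URP.

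The named genes are every gene the paper names as measured on its arrays, whose values in the paper's tables had been seen, the 10 higher and 10 lower probe sets with the smallest limma p among those with a single symbol, at least 1.5-fold and no overlap between groups, since none passed, and 2 to 4 genes of a list with members past the adjustment over the list alone. A gene with several probe sets was represented by the one whose control intensity lay closest to that of Table 1, by the probe set the paper names, or else by the one with the highest mean. The match to Table 1 was made with geometric means, a choice made after the values were seen. The probe set of RHOG with the largest fold change was added as a further result after its value was seen. Of the 20 probe sets with the smallest p, those of GNAT2, SPTBN1, pp-URP, EGR1, ETV5, glucagon and others also count under the paper's genes.

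Gene lists of at least 5 measured genes, 31 in all, were tested on 13051 genes with 1 probe set each by limma's camera with a preset correlation of 0.01, and again with an estimated correlation and with fry, at an adjusted p under 0.05. The lists cover cell types of the retina (rods, cones, bipolar, amacrine, horizontal and ganglion cells, Mueller glia), neuropeptides, other tissues that a sample could hold (oligodendrocytes, microglia and leukocytes, erythrocytes, pigment epithelium, lens, sclera and choroid, vessels) and pathways (immediate early genes, RAS and MAP kinases, protein kinase C, insulin, dopamine, retinoic acid, BMP and TGF-beta, nicotinic receptors, circadian clock, sterols, heat shock, synaptic vesicles, DNA replication, snoRNPs and rRNA, cytoskeleton, synaptic adhesion). Array and PCR fold changes were compared over 16 genes by Pearson's r and Spearman's coefficient with 100000 permutations. All 35 splits of the 8 arrays into 4 and 4 were fitted in the same way. Outlying arrays within a group of 4 were sought with Dixon's ratio at 0.829. The steps were tested on simulated data of 38439 probe sets with 4 arrays against 4, of which 100 differed by a log2 fold change of 1 and 100 by 2. At log2 1, 86% passed the adjusted threshold and 98% the unadjusted one, at log2 2 96% and 100%, with 4 false calls at the adjusted and 151 at the unadjusted threshold. The simulated noise was independent between probe sets and kept each one's own spread. The changed probe sets were drawn at random from all of them. In each array 53.4% to 53.8% lay below an intensity of 16, where the spread can be small (KNTC2, SE 0.00771). These shares therefore do not tell which differences could be seen in the real arrays, where EGR1 (−1.39, log2) did not pass.

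The alternatives were the methods' t-test, limma with trend and robust eBayes, array weights, quantile normalization, median centring, a filter on dim probe sets, a floor of 16, the ratio of arithmetic means, the replicate number as a block, leaving out each array in turn, adjustment over probe sets of at least 1.5-fold only, other false discovery rates, no fold threshold, and the mean of all probe sets of a gene. The fluidics station was not used as a block, because each station held arrays of 1 group, while each module held 1 array of each group and its number equals the replicate number, so that block covers it. Chosen after seeing the data were a term for the 2 arrays without W-linked signal, leaving out these 2 arrays, leaving out probe sets of chromosomes Z and W, and counting genes in place of probe sets, with or without the probe sets that carry no single gene.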

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

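All tests of explanations in this part were chosen after the results were seen. Of 94 groups of 4 arrays looked at, 5 held an array far from the other 3, and chance gives about 5% of groups. CD226 lay at 6.81 (log2) in plus lens replicate 4 and at 2.70 to 3.12 in the other 3 lens-treated arrays. DCX lay at 9.10 in control replicate 1 and at 8.93 to 8.95 in the other controls. NSRP1 lay at 5.33 in control replicate 1, against 4.93 to 4.99. The second probe set of glucagon lay at 6.52 in control replicate 4, against 7.24 to 7.27. TBCK lay at 6.40 in control replicate 4, against 6.65 to 6.68.

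Of 39 probe sets of the W chromosome, which the paper does not analyse and which only female chickens carry, 12 were chosen for a range of more than 4 (log2) and had a mean log2 intensity of 8.48 in 6 arrays and of 3.72 and 3.07 in control replicates 2 and 4, while the methods name male chicks. In these 2 arrays Z-linked probe sets lay higher by a median of 0.52 (log2), as chicks of both sexes among the 8 would give, and autosomal probe sets by −0.0209, which argues against a shift of the whole arrays. A candidate explanation is that 6 of the 8 chicks were female, and no record of sex per chick was used here. The 16 Z-linked probe sets that were lower in lens-treated chicks at the unadjusted threshold had a median log2 fold change of −0.73, and of −0.34 with a term for the 2 arrays, a ratio of 0.467. The bound was set on the median, and this ratio lay on the side that unequal sex of the groups would give. The interquartile range of their values with the term, −0.45 to −0.26, spans the bound, a criterion added after the values were seen. By it the sex of the chicks and the lenses cannot be told apart for these probe sets. They were picked for being lower in lens-treated chicks, so what remains with the term gives no support to an effect of the lenses.

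EGR1, ETV5 and DUSP4, genes of activity and MAP kinase signaling, were lower in lens-treated chicks by at least 1.2-fold at 7 of their 10 probe sets, chosen for that, with a median log2 fold change of −0.81. Over all 10 the median was −0.54, and −0.53 with the term for the 2 arrays without W-linked signal. With that term, which sets the lens-treated arrays against control replicates 1 and 3, the median of the 7 was −0.78, a ratio of 0.960. The probe sets were picked for being lower in lens-treated chicks, which favours a high ratio, so it does not decide on unequal sex. Control replicates 1 and 3, which hold W-linked signal as the lens-treated arrays do, lay above every lens-treated array at each of the 7. With the term limma's smallest adjusted p was 0.0347, at an ETV5 probe set of less than 1.5-fold (−0.41). Of EGR1, ETV5 and DUSP4 only ETV5 was called, at another probe set (limma, adjusted p = 0.0423). The number of arrays on the fluidics station of the other group was 0, so the station and the scan order cannot be told apart from the lenses for these genes. An effect of the lenses themselves stays open beside the station. In the paper's PCR values ETV5 had a fold change of 1.1 and MKP2, another symbol of DUSP4, of −1.36. The paper counts neither among the genes borne out by PCR, and EGR1 was not among those tested.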

How the results depend on the processing

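The W-signal term, the fits without control replicates 2 and 4 or without chromosomes Z and W, and the counts per gene were chosen after seeing the data. The count of 0 probe sets past the adjusted threshold stayed 0 in limma with trend and robust eBayes, array weights, either scaling, the filter, the floor, the replicate block (0, and 145 unadjusted) and the methods' t-test (0, and 132 unadjusted, of 101 named genes). It was 3 with the W-signal term, ETV5 and a pair of other probe sets (−0.90 and −0.63), 5 with adjustment over 1.5-fold probe sets only, which are picked by the fold change under test so that false calls are not controlled, and 2 at an adjusted p under 0.10. Leaving out each array gave 0 to 1 (CD226 without plus lens replicate 4, PPFIA2 with 0.67 and adjusted p = 0.0549 without control replicate 1), in a range of smallest adjusted p of 0.00489 to 0.307. The count at the unadjusted threshold was 287 with array weights, 1741 with no fold threshold and 133 to 333 with an array left out, highest without control replicate 1 (333) and control replicate 3 (246). The share higher was 46.0% with quantile normalization and 48.0% to 66.0% with an array left out, and the mean fold change 2.22 with array weights and 1.94 to 2.44 with an array left out. The correlation of log2 fold changes with PCR stayed between 0.753 and 0.874. Lists past the threshold numbered 3 with array weights, 1 each with median centring, the filter, the floor and the mean of all probe sets, and 0 to 2 with an array left out, but 0 by camera with an estimated correlation (smallest adjusted p = 0.703) and 0 by fry's test of 1 direction (0.229). Without control replicates 2 and 4, 0 probe sets passed and 161 were past the unadjusted threshold, and with the W-signal term 179, of which 61 are among the 162. Where a result changed, the cause was not tested.

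Of 1234 comparisons of single genes with an alternative, 1212 kept their direction and side of the threshold, 7 crossed it and 15 reversed. Some alternatives, such as the methods' t-test and the replicate block, leave the fold changes as they are. Many of these genes were also picked for a large difference, so that a direction kept was largely given by the choice. Reversed were KNTC2 with quantile normalization (0.000774) and with the W-signal term or control replicates 2 and 4 left out (0.00250), PDPK1 with the latter 2 (0.0321) and RHOG with the mean of its probe sets (1.11). With an array left out, JUN ranged from −0.0468 to 0.12, PDPK1 from −0.0656 to 0.0694, HPRT from −0.16 to 0.00428 and KNTC2 from −0.00644 to 0.00101. Of 613 comparisons of lists, 544 kept direction and side, 14 crossed the threshold and 55 reversed. The score of a list is the mean test statistic of its genes minus that of all other genes. With trend and robust eBayes, ganglion cells 0.111, synaptic vesicle release −0.0149. With array weights, cone phototransduction −0.892, horizontal cells 1.37, ganglion cells 0.219, oligodendrocytes −0.0947, immediate early genes −0.883. With quantile normalization, ganglion cells 0.000362, vascular endothelium and pericytes 0.111. With median centring, ganglion cells 0.0336, immediate early genes −0.846. With the filter on dim probe sets, retinal neuropeptides −0.0118, microglia and blood leukocytes −0.274, immediate early genes −1.53, synaptic vesicle release −0.125. With the floor of 16, retinal neuropeptides −0.00442, microglia and blood leukocytes −0.0745, immediate early genes −1.56, synaptic vesicle release −0.121. With the replicate block, vascular endothelium and pericytes 0.0991, synaptic vesicle release −0.0227. With the W-signal term, amacrine and dopaminergic cells −0.184, ganglion cells 0.0190, retinal pigment epithelium and melanocytes 0.0996, vascular endothelium and pericytes 0.0503, BMP, TGF-beta and activin signaling 0.0392, sterol metabolism −0.0101. With control replicates 2 and 4 left out, rod phototransduction −0.0372, amacrine and dopaminergic cells −0.120, retinal neuropeptides −0.00365, ganglion cells 0.0108, microglia and blood leukocytes −0.0152, retinal pigment epithelium and melanocytes 0.111, dopamine receptors and signaling 0.0120, BMP, TGF-beta and activin signaling 0.0548. With the mean of all probe sets, oligodendrocytes −0.147, immediate early genes −0.875, sterol metabolism −0.0446, synaptic vesicle release −0.0646. With fry, whose score is the mean test statistic of the genes alone, ganglion cells 0.0115. With an array left out, scores ranged as follows: rod phototransduction −0.195 to 0.697, cone phototransduction −0.877 to −0.427, amacrine and dopaminergic cells −0.0808 to 0.165, retinal neuropeptides −0.0747 to 0.433, horizontal cells 0.467 to 1.33, ganglion cells −0.279 to 0.266, oligodendrocytes −0.0497 to 0.733, microglia and blood leukocytes −0.176 to 0.256, retinal pigment epithelium and melanocytes −0.381 to 0.0398, lens −0.300 to 0.154, vascular endothelium and pericytes −0.219 to 0.0993, immediate early genes −0.896 to −0.600, protein kinase C and phospholipase C signaling −0.0540 to 0.251, retinoic acid pathway −0.840 to −0.463, BMP, TGF-beta and activin signaling −0.131 to 0.00123, heat shock and unfolded protein response 0.329 to 0.915, synaptic vesicle release −0.132 to 0.116, snoRNP and rRNA processing −0.352 to 0.000948. In each array 53.4% to 53.8% of the probe sets lay below an intensity of 16, where a difference is hard to see over background.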

Differences from the paper's values

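The count of genes past a p of 0.05, a fold change of 1.5 and a false discovery rate of 6% is 123 in the paper and 0 here, with 67 higher and 56 lower in the paper and 0 and 0 here. None of the 17 alternatives set before the data were examined reached the paper's counts, and they gave 0 to 5 in all, 0 to 1 higher and 0 to 4 lower. The methods' t-test, adjusted over all probe sets, gave 0. Without the false discovery rate limma listed 162 probe sets, 88 higher and 74 lower, and the methods' t-test 132, 73 higher and 59 lower. Counting each gene of the t-test list once, and each of its 22 probe sets with no single gene once, gave 123, with 68 higher and 55 lower, and the named genes alone number 101, 53 higher and 48 lower. Both counts were chosen after seeing the values and leave out the false discovery rate, and the 123 is not a count of genes. All 16 genes tested by PCR were past the unadjusted thresholds of the methods' t-test. Of the genes the paper calls, CD226 was called here without plus lens replicate 4, ETV5 with the W-signal term, chosen after seeing the values, and EGR1 and ETV5 at an adjusted p under 0.10. The adjustment over 1.5-fold probe sets only, which listed EGR1, ETV5, GNAT2 and LOC424393, picks its probe sets by the fold change under test and does not control false calls.

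The fold change of RHOG is 11.8 in the paper and −1.10 here at the probe set with the highest signal, and 0 of 18 alternatives set before the data were examined lay closer to the paper's value than 1 SD among chicks (log2, the larger of the 2 groups). Another RHOG probe set, added after its value was seen, gives 11.8. For KNTC2 the paper's fold change is −4.41 and the value here −1.00, with 0 of 16 alternatives closer than 1 SD. For CALD1 the paper's is −1.65 and the value here −1.16, and no alternative reached the paper's value (−1.36 to −1.04), while 9 of 18 lay closer to it than 1 SD: array weights, quantile normalization, median centring, the mean of all probe sets, and leaving out plus lens replicate 2 or 3 or control replicate 2, 3 or 4. For LOC424393 the paper's is 1.78 and the value here 2.16, with alternatives from 1.13, as the mean of all probe sets of the gene, to 2.34, and 5 of 18 lay closer to the paper's than 1 SD: quantile normalization and leaving out plus lens replicate 1 or 3 or control replicate 2 or 4. For pp-URP the paper's value in Table 3 is −1.83 and the value here −2.50, with 0 of 18 alternatives closer than 1 SD, while the paper's value in Table 2 is −2.5. Table 3 gives RMA values for LOC424393 and pp-URP and MAS5 values for KNTC2 and CALD1, and the values here are from GC-RMA.

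The paper states that 4 genes whose PCR gave another result, taken here as ACVR1, CHRNB2, ETV5 and GNAT2, are each on the array more than once, and by symbol GNAT2 has 1 probe set. ETV5 had 2 further probe sets lower in lens-treated chicks, at −0.47 and −0.34 (log2). The paper names RHOG as the largest difference toward higher levels, and among probe sets at the unadjusted threshold a RHOG probe set was the largest here. The paper names male chicks, and 6 of the 8 arrays held W-linked signal.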

Other observations

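The tests of RHOG and of the splits were set before their results were seen, although it was known that no other RHOG probe set was among the largest folds, and the genes TMEM144, MED31, RPA2, DCT and TYRP1 were chosen after their values were seen. Markers of cell types showed no list past the threshold of camera, a test of whether a list lies apart from all other genes. Rod phototransduction genes were higher in 7 of 10 (median log2 fold change 0.08, adjusted p = 0.628), bipolar cell genes in 6 of 11 (0.07, 0.724), ganglion cell genes in 11 of 17 (0.00487, 0.989), and genes of Mueller glia and astrocytes in 12 of 18 (0.02, 0.574). STMN4, a stathmin of neurons (−0.14, SE 0.03), was the only ganglion cell gene past when adjusted over the list alone, and NEFM, a neurofilament subunit, had 0.21 (SE 0.09). Of the tissues next to the retina, genes of the pigment epithelium were higher in 12 of 22 (0.000762, adjusted p = 0.724), of the lens in 6 of 16 (−0.00282, 0.901) and of sclera and choroid in 11 of 23 (−0.00311, 0.567). The mean of the pigment epithelium list was −0.15, with the pigment cell genes DCT (−1.69, SE 0.49) and the Z-linked TYRP1 (−1.51, SE 0.61, and −0.80 with the W-signal term) past the unadjusted threshold and 0 genes past when adjusted over the list alone. Genes of vessels were higher in 8 of 15 (0.00161, 0.935), of erythrocytes in 6 of 10 (0.00293, 0.724), of microglia and leukocytes in 11 of 18 (0.00316, 0.921) and of oligodendrocytes in 5 of 9 (0.05, 0.875). Camera's direction was toward lower values for ganglion cells, pigment epithelium and vessels, against the sign of their medians, and toward higher values for microglia, against a mean of −0.13.

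Among pathways, genes of DNA replication and cell division were higher in 25 of 36 (median 0.03, adjusted p = 0.169), with MAD2L1, a checkpoint protein, at 0.33 (SE 0.08), and genes of sterol metabolism in 18 of 32 (0.01, 0.697). BMP, TGF-beta and activin genes were higher in 19 of 31 (0.00195, 0.935), circadian clock genes in 14 of 26 (0.00615, 0.628), nicotinic receptor genes in 6 of 15 (−0.03, 0.724) and synaptic vesicle genes in 11 of 22 (−0.00698, 0.989). Genes of snoRNPs and rRNA processing were higher in 12 of 28 (−0.03, 0.724), of the spectrin, actin and microtubule cytoskeleton in 17 of 32 (0.00951, 0.724) and of adhesion at synapses in 10 of 20 (0.00122, 0.567). In these lists 0 genes passed when adjusted over the list alone. Camera's direction differed in sign from the median for the BMP, clock and synaptic vesicle lists and from the mean for the snoRNP (0.00299) and synaptic vesicle (−0.00910) lists. Fry's test of changes in either direction gave adjusted p-values of 7.54e-05 for immediate early genes, 0.00418 for cone, 0.0105 for retinoic acid and 0.0112 for amacrine genes. EGR1, DUSP4 (MKP2) and GNAT2, members of the immediate early and cone lists, had been named by the paper from these same arrays. The p-values of these lists therefore partly retest known differences and are no independent support. TMEM144 (0.53), MED31 (0.37) and RPA2 (−0.20) had an adjusted p of 0.0990 from limma with Benjamini-Hochberg adjustment, the same as EGR1 and ETV5, at less than 1.5-fold, and did not pass.

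At the RHOG probe set with the largest fold change, 5 arrays lay at 7.40 to 8.97 (log2) and 3 at 3.04 to 3.65, a difference of 4.58. Over the 2 other RHOG probe sets the same arrays differed by a median of −0.12, which argues against a difference in the level of the transcript. A difference of the chicks at the probes of 1 probe set, such as a sequence variant, would leave the other probe sets alike, and −0.12 is consistent with it, as a hypothesis with no sequence to test it on.

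Among the 35 splits of the 8 arrays into 4 and 4, 3, the real one included, gave at least the real count of 162 probe sets at the unadjusted threshold, the highest of the others being 233, so chance was not excluded. The split with 233 set plus lens replicates 1 to 3 and control replicate 1 against the other arrays. All 3 are among the 15 splits that keep control replicates 2 and 4, the arrays without W-linked signal, on 1 side, and the 20 splits that part them gave at most 135, so the comparison mixes splits with and without that contrast. With the methods' t-test 4 splits gave at least the real count of 132, the highest of the others being 199. For the adjusted threshold (highest other count 1) and the gene lists (highest other count 4) the real count is 0, which all 35 splits reach by construction, so these comparisons say nothing about chance.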
